A study of Mus musculus with 70 samples. Its data were reported in "Mouse microglia express unique miRNA-mRNA networks to facilitate age-specific functions in the developing central nervous system" (2023).

How the data were processed

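Small RNA libraries of 35 C57Bl/6 mice were analysed at 3 ages, postnatal day 6 (P6), postnatal day 15 (P15) and 8 weeks. From each brain, CD45-positive cells were isolated by immunopanning, in which cells are captured on a dish coated with antibody, and are called microglia here. The CD45-negative cells that were left are called bulk cells and hold mainly neurons, oligodendrocytes and astrocytes. One small RNA library was made from each fraction, which gave 70 libraries in 12 groups of age, sex and cell type. Groups, sexes and mouse numbers were taken from the sample titles.

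The deposited table holds whole-number read counts per miRNA and library, not normalised. According to their methods, the authors removed adapters and short reads with fastp, matched the reads to mature miRNAs of miRBase with miRDeep2, and mapped the remaining reads to the mouse genome (GRCm38). Candidate miRNAs predicted by miRDeep2 were kept by the authors if their score lay above a threshold and their folding p-value below another. They are named after a chromosome. They are called unannotated candidates here. The miRDeep2 counter assigns a read to every precursor that it matches, so a miRNA with several precursors is listed more than once, and closely related miRNAs can share reads. Values of near-identical family members, such as the let-7 and miR-3473 members, are therefore uncertain.

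The table had 2029 entries under 1885 distinct names, and 79 names were listed more than once. For each name the entry with the largest total count was kept, which retained between 48.9% and 66.4% of the summed counts of all entries. Of 62 unannotated candidates, 3 had counts identical to another candidate in every library and were dropped, which left 1882 features. Among annotated names, 18 shared identical counts with another name and were kept as separate features. The total count per library ranged from 1678034 to 8867358 over the 70 libraries. At that depth the floor of 3 counts corresponded to between 0.338 and 1.79 CPM, the count divided by the library total and scaled to a common total. Floors cover counting error only, as reads without molecular identifiers are not independent molecules. No 2 libraries held identical counts, and the closest pair within a group differed by a chi-square of 26.9 per degree of freedom, so each library was counted as 1 sample.

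The authors had removed 1 mouse as an outlier by multidimensional scaling, which the text of their paper does not name. Its identity was inferred from the libraries listed in their source data and remains uncertain. Before the data were examined, both libraries of P6 female mouse 6 were set aside on this basis. This left 68 libraries of 34 mice, with 10 mice at P6 (4 of them female), 12 at P15 and 12 at 8 weeks. Features with at least 1 CPM in at least 5 libraries were tested, which were 1072 features, made up of 1019 annotated miRNAs and 53 candidates. Counts were scaled with TMM and analysed with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3). The 12 groups were fitted as means in one model with mouse as a random effect, and contrasts were averaged over the sexes. Differences were tested with TREAT against an absolute log2 fold change of 1, and calls were made at a Benjamini-Hochberg FDR of 0.05. Adjusted p-values given below are from this limma test unless stated. Enrichment means a higher level in microglia than in bulk cells, and an interaction means a difference in enrichment between ages.

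The microglial and bulk libraries carry the same mouse number in their titles, as both came from one brain, and this number was the block. The same number at another age or in the other sex belongs to a different animal and paired nothing.

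The fit was tested on simulated counts drawn from the means and library sizes of these libraries, in which 200 features were drawn to change by a log2 fold change of 2.5. Among 990 features tested for a cell type difference, 87.6% of the 185 changed features that passed the filter were recovered. For an age difference in microglia 70.1% of 194 were recovered among 1022 features, and for a sex difference at 8 weeks 62.4% of 189 among 1013. The number of unchanged features called was 0 in each case.

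Alternatives chosen before the data were examined were a moderated test without fold change threshold, edgeR's quasi-likelihood test, the Wald test of DESeq2 1.42.0, no block, mouse as a fixed block, DESeq2 size factors, library size alone, no filter, a filter of at least 10 counts in at least 12 libraries, inclusion of P6 female mouse 6, sample quality weights, and leaving out each of the 34 mice in turn. Summing the entries of one name, or keeping every entry, was chosen after the data were seen.

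The named miRNAs followed a rule set before the data were examined. They were a list of 10 miRNAs the study measured by qPCR, the 5 with the largest change in each direction of each comparison between a pair of groups, among calls of the same sign in every mouse or without overlap between the groups, and a list of marker miRNAs of cell types. Candidates for a difference between the sexes, also measured by qPCR, were not on the list and were not examined singly. Positions of precursors are from the RefSeq gene table for GRCm38, matched by synonym for 61 of 61 named annotated miRNAs, and host genes are from GENCODE M21 on the same build. mRNA libraries were not analysed here.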

Results

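To describe the miRNAs of microglia during postnatal development, small RNA libraries of CD45-positive microglia and CD45-negative bulk cells of the same brains were compared at P6, P15 and 8 weeks. The analysed set held 68 libraries of 34 mice. Microglial libraries had total counts of 1678034 to 4066435 at P6 (n = 10), 3220957 to 5420071 at P15 (n = 12) and 4244639 to 5982922 at 8 weeks (n = 12). Bulk libraries ranged from 5979569 to 8747394 at P6 (n = 10), from 2795957 to 6763115 at P15 (n = 12) and from 3141193 to 6447373 at 8 weeks (n = 12). At P6, every bulk library was thus deeper than every microglial library. The 10 most abundant miRNAs took 56.1% ± 4.83 (SD, n = 10) of the counts in P6 microglia and 51.0% ± 1.90 (SD, n = 12) in 8-week microglia, against 64.0% ± 1.73 (SD, n = 10) and 57.1% ± 1.71 (SD, n = 12) in bulk cells.

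Multidimensional scaling of the 500 miRNAs with the largest distances between each pair of libraries separated the cell types along the first dimension, which held 37.7% of the variance. The highest microglial library lay at -0.735 and the lowest bulk library at 0.950. The second dimension held 14.4% of the variance and ordered the libraries by age, with mean positions of 0.834 at P6, 0.207 at P15 and -0.717 at 8 weeks in microglia, and of 0.981, 0.0937 and -1.10 in bulk cells. When all 70 libraries were scaled, the microglial library of P6 female mouse 6 lay between the cell types, at 0.0714 on the first dimension. The other microglial libraries lay at -0.636 or below and the bulk libraries at 0.853 or above. This placement argues that it was the outlier the authors removed, although their paper does not name the mouse.

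**Figure D1:**
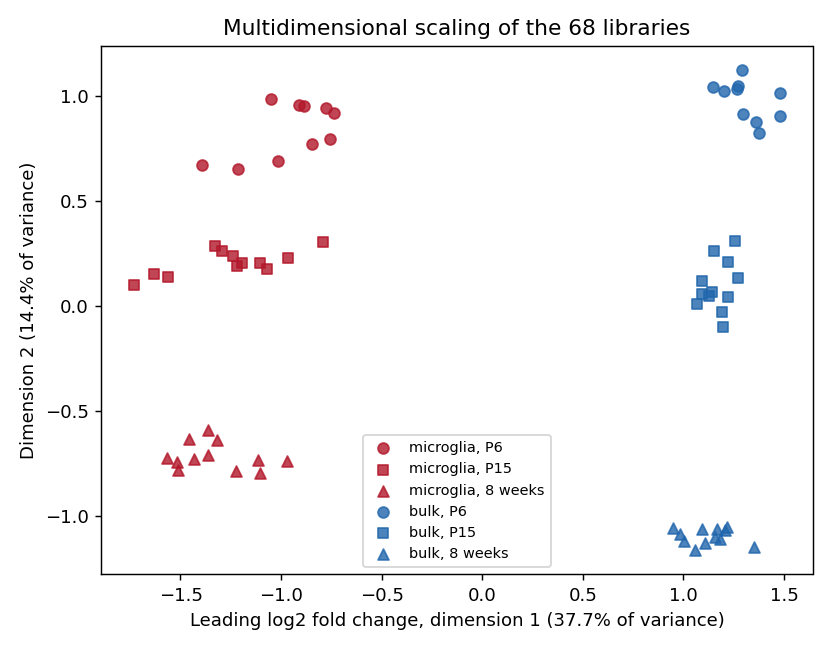
Multidimensional scaling of 68 small RNA libraries, with leading log2 fold change on both axes, colour for cell type and symbol for age, and 1 point per library. Microglial libraries sit at or below -0.735 on dimension 1 and bulk libraries at or above 0.950, and the ages follow one another along dimension 2. Both libraries of P6 female mouse 6 were left out.

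The first question was which miRNAs are enriched in microglia relative to the other cells of the CNS. With the ages pooled, 250 of 1072 miRNAs were higher in microglia and 234 were lower. Of the alternatives, a filter of at least 10 counts in at least 12 libraries moved the first of these most, to 165. Both libraries of a mouse were treated as a pair in this test. With mouse as a fixed replicate block 238 miRNAs were higher in microglia, and with no replicate block 243 were. Deviations from the group means correlated by 0.0739 on average between the microglial and the bulk library of one mouse and by -0.0154 between libraries of different mice of a group, and the consensus correlation within mice was 0.124.

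The largest enrichment among calls of the same sign in every mouse was that of miR-511-3p, at a log2 fold change of 8.09 ± 0.25 (SE, adjusted p = 1.29e-36, higher in 34 of 34 mice). Its precursor gene lies on chromosome 2 from 14261003 to 14261081, in an intron of Mrc1. miR-6983-3p followed at 7.72 ± 0.24 (SE, adjusted p = 3.25e-36, 34 of 34 mice) and comes from chromosome 18, 61117468 to 61117531, in an intron of Csf1r. For miR-223-3p (chromosome X, 96242817 to 96242926, in an exon of F630028O10Rik, annotated as an antisense transcript) the log2 fold change was 7.52 ± 0.09 (SE, adjusted p = 5.24e-62, 34 of 34 mice). The other arm of this precursor, miR-223-5p, had at most 3 counts in any bulk library and was at least 27.2-fold higher in microglia. In bulk cells miR-511-3p averaged between 0.309 and 0.835 CPM and miR-6983-3p between 0.268 and 0.702 CPM, near the floor, so the sizes of their enrichment are imprecise.

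Among the miRNAs lower in microglia, the largest difference was that of miR-1298-5p, at a log2 fold change of -4.01 ± 0.18 (SE, adjusted p = 5.78e-24, lower in 34 of 34 mice). Its precursor lies on chromosome X from 147064905 to 147065002. It was followed by miR-448-3p at -3.82 ± 0.28 (SE), miR-219a-5p at -3.60 ± 0.10 (SE), miR-1264-5p at -3.38 ± 0.22 (SE) and miR-12206-5p at -3.21 ± 0.18 (SE), each lower in 34 of 34 mice. The precursors of miR-1298, miR-448 (147158210 to 147158321) and miR-1264 (147010601 to 147010686) all lie in introns of one gene, Htr2c.

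Enrichment was then tested within each age. At P6 187 miRNAs were higher in microglia and 114 lower, at P15 228 and 200, and at 8 weeks 227 and 254. The balance at P15 depended on scaling, as library size alone gave 191 higher and 239 lower. In total 340 miRNAs were enriched at 1 or more ages, 97 of these at every age and 135 at a single age. Of the 135, 39 were enriched at P6 alone, 31 at P15 alone and 65 at 8 weeks alone. Passing the threshold at a single age does not show a difference between ages. An interaction of cell type and age was past the threshold for 47 of the 135. The log2 fold change was above 0 at all 3 ages for 108 of them. When the difference in enrichment between 8 weeks and P6 was tested for all miRNAs, 156 passed the threshold, with 71 more enriched at 8 weeks and 85 less.

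**Figure D2:**
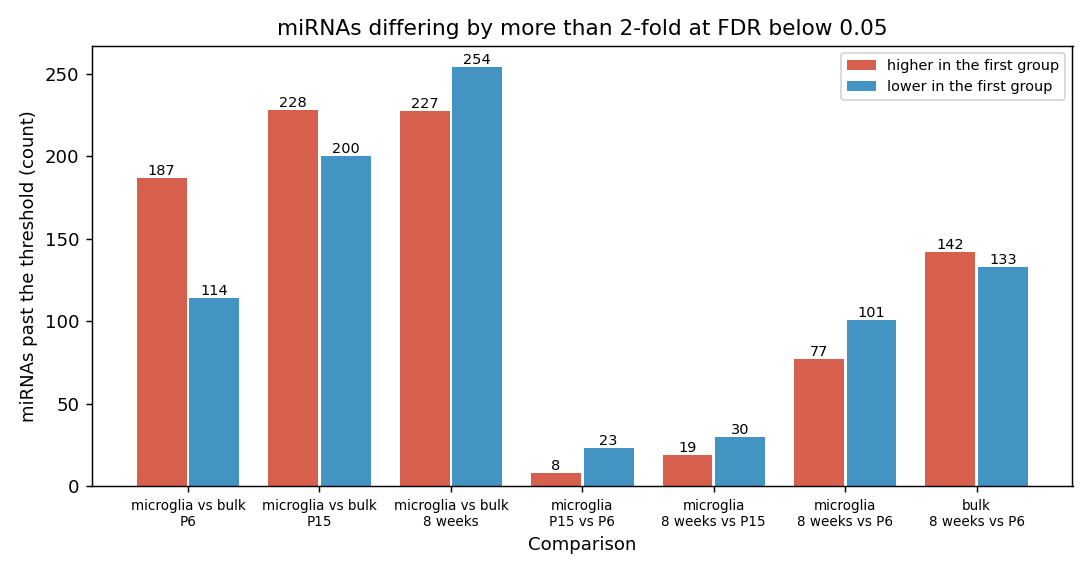
Number of miRNAs past the threshold (absolute log2 fold change tested against 1, FDR of 0.05) on the vertical axis for 7 comparisons, with separate bars for miRNAs higher and lower in the first group named. Calls between cell types rise from 301 at P6 to 481 at 8 weeks, and calls between ages are more numerous in bulk cells (275) than in microglia (178) from P6 to 8 weeks.

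A list of miRNAs that had also been measured by qPCR was examined in each fraction. miR-223-3p stood at 2584 ± 611 CPM (SD, n = 10) in P6 microglia and 2108 ± 392 CPM (SD, n = 12) in 8-week microglia, and its age difference was not past the threshold (log2 fold change 0.20 ± 0.11 SE, adjusted p = 1). CPM values are relative to the library total, whereas log2 fold changes and log2 CPM are scaled by TMM, so their directions can differ where a change is small, and with library size alone this log2 fold change was -0.259. miR-146a-5p (chromosome 11, 43374397 to 43374461, in no other gene) rose from 5653 ± 1899 CPM (SD, n = 10) at P6 to 17337 ± 4067 (SD, n = 12) at P15 and 30537 ± 6843 (SD, n = 12) at 8 weeks. miR-455-3p (chromosome 4, 63256851 to 63256932, in an intron of Col27a1) rose from 230.7 ± 48.3 CPM (SD, n = 10) at P6 to 1580 ± 185 (SD, n = 12) at 8 weeks, while bulk cells held 55.6 ± 11.8 (SD, n = 10) and 45.9 ± 6.61 (SD, n = 12). The interaction between 8 weeks and P6 was 3.26 ± 0.15 on the log2 scale for miR-455-3p (SE, adjusted p = 3.45e-21).

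Several of these miRNAs passed the threshold for enrichment at some ages only. miR-29a-3p (chromosome 6, 31062660 to 31062747) was enriched by a log2 fold change of 3.26 ± 0.11 (SE) at P6. At 8 weeks its difference of 1.15 ± 0.08 (SE, adjusted p = 0.0797, higher in 12 of 12 mice) did not pass the threshold. For miR-29b-3p, which has a precursor on chromosome 6 and another on chromosome 1, enrichment was 3.03 ± 0.13 (SE) at P6 and 0.21 ± 0.10 (SE, adjusted p = 1, higher in 8 of 12 mice) at 8 weeks. Its level rose with age in both fractions, from 13184 ± 4746 CPM (SD, n = 10) to 51501 ± 9321 (SD, n = 12) in microglia and from 1407 ± 200.4 (SD, n = 10) to 46120 ± 6387 (SD, n = 12) in bulk cells. The interaction was -2.10 for miR-29a-3p (adjusted p = 6.95e-10) and -2.82 for miR-29b-3p (adjusted p = 7.12e-15). miR-3473b (chromosome 10, 41670739 to 41670793, in an intron of Ccdc162 on the opposite strand) was enriched by 4.65 ± 0.13 (SE) at P6. At 8 weeks its difference was 0.75 ± 0.17 (SE, adjusted p = 1, higher in 12 of 12 mice). Its interaction was -3.90 (adjusted p = 5.29e-19). miR-10a-5p (chromosome 11, 96317165 to 96317274) was enriched at 8 weeks by 4.27 ± 0.30 (SE, adjusted p = 3.14e-15, 12 of 12 mice). At P6 its difference of 1.71 ± 0.38 (SE, adjusted p = 0.110, 8 of 10 mice) was not past the threshold. Nor was that of 1.30 ± 0.26 at P15 (SE, adjusted p = 0.254, 12 of 12 mice). miR-21a-3p (chromosome 11, 86584067 to 86584158, in an untranslated region of Vmp1) was enriched at each age, by 4.92 ± 0.24 (SE) at P6, 2.94 ± 0.25 (SE) at P15 and 1.89 ± 0.23 (SE, adjusted p = 0.000343) at 8 weeks.

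**Figure D3:**
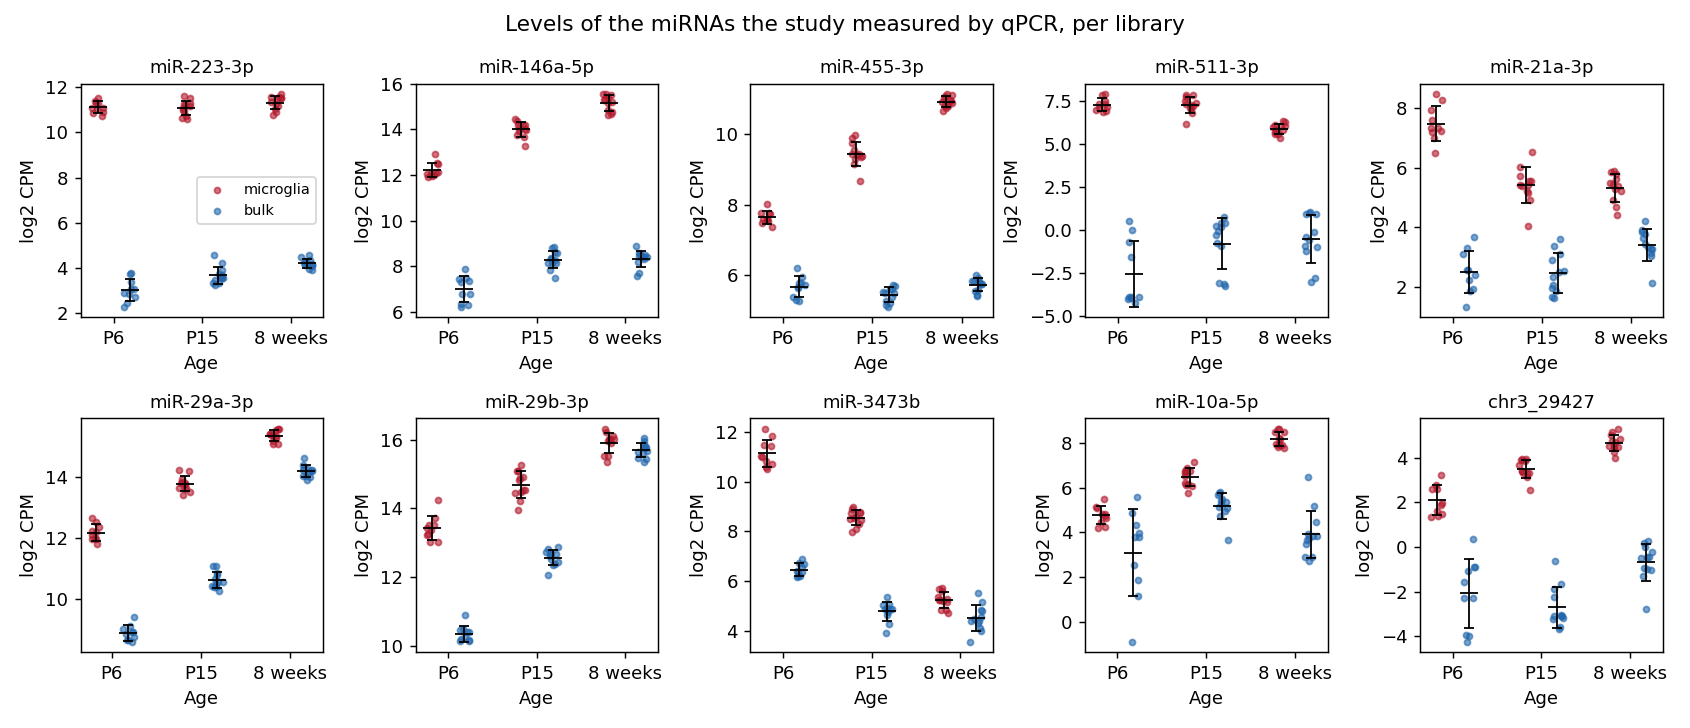
Normalised level (log2 CPM, vertical axes) of 10 miRNAs that had also been measured by qPCR, by age, in microglial and bulk libraries, with 1 point per library and bars for mean and SD (n = 10 per fraction at P6, 12 at P15 and 12 at 8 weeks). In microglia miR-223-3p has means of 11.12 at P6 and 11.31 at 8 weeks, miR-146a-5p and miR-455-3p rise, and miR-3473b falls from a mean of 11.16 to 5.24.

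Marker miRNAs of other cell types were read in the same way, as a measure of the background in each fraction. The myeloid markers miR-142a-3p (6.45 ± 0.08 SE) and miR-142a-5p (6.23 ± 0.11 SE) were enriched in 34 of 34 mice. The neuronal marker miR-124-3p was lower in microglia by a log2 fold change of -2.01 ± 0.09 (SE, adjusted p = 2.71e-16, 34 of 34 mice), yet it still reached 19595 ± 8799 CPM (SD, n = 12) in 8-week microglia against 120148 ± 19309 (SD, n = 12) in bulk cells. The erythroid marker miR-451a was higher in microglia by 3.01 ± 0.12 (SE, adjusted p = 6.11e-24, 34 of 34 mice) and varied between mice, with 47254 ± 20405 CPM (SD, n = 12) at P15. miR-144-3p (2.28 ± 0.13 SE) and miR-144-5p (2.99 ± 0.14 SE), from the same locus on chromosome 11, were also enriched in 34 of 34 mice. Among fibroblast or mural markers, miR-199a-3p (-0.51 ± 0.06 SE, adjusted p = 1) and miR-143-3p (-0.25 ± 0.13 SE, adjusted p = 1) did not differ past the threshold.

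The second question was how microglial miRNAs change with age. Between P6 and 8 weeks 178 miRNAs changed in microglia, 77 to higher and 101 to lower levels. Scaling moved this split most, as library size alone gave 39 higher and 175 lower. Between P6 and P15 31 miRNAs changed, 8 to higher and 23 to lower levels. Between P15 and 8 weeks 49 changed, 19 to higher and 30 to lower levels. Altogether 186 changed between at least 1 pair of ages. The log2 fold change was above 0 at both transitions, with at least 1 of them past the threshold, for 18 miRNAs, and below 0 at both by the same rule for 38. In bulk cells 275 miRNAs changed between P6 and 8 weeks, 142 to higher and 133 to lower levels. Of the 178 miRNAs changed in microglia, 157 had the same sign in bulk cells, 93 passed the threshold in the same direction there, and 40 showed an interaction past the threshold. Opposite changes past the threshold in both fractions were found for 3 miRNAs, which are named after their values were seen. miR-1199-5p (-2.10 in microglia, 5.41 in bulk cells) and miR-5121 (-3.09 and 1.92) fell in microglia, and miR-181a-2-3p (1.44 and -2.58) rose.

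**Figure D4:**
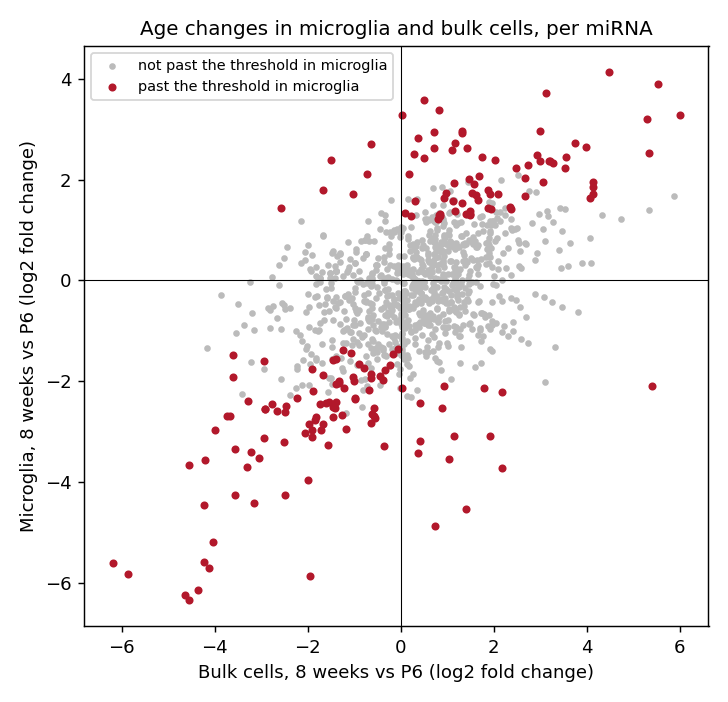
Log2 fold change from P6 to 8 weeks in bulk cells (horizontal axis) and in microglia (vertical axis), with 1 point for each of 1072 miRNAs and colour for the 178 past the threshold in microglia. Of these, 157 lie in the quadrants of equal sign.

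The largest falls in microglia without overlap between P6 and 8-week libraries were those of miR-3473e (-6.13 ± 0.15 SE, adjusted p = 9.20e-40), miR-3473b (-5.86 ± 0.15 SE, adjusted p = 9.20e-40), miR-449c-5p (-5.83 ± 0.54 SE, adjusted p = 1.07e-11) and miR-449a-5p (-5.61 ± 0.33 SE, adjusted p = 1.74e-19). miR-449a and miR-449c lie in introns of Cdc20b on chromosome 13. In bulk cells both fell as well (-6.20 for miR-449a-5p and -5.87 for miR-449c-5p on the log2 scale). miR-449a-5p was a marker of multiciliated ependymal cells and was lower in microglia (pooled log2 fold change -1.61 ± 0.16 SE, 34 of 34 mice). miR-449c-5p stood at 24.8 CPM in P6 microglia and 39.0 CPM in P6 bulk cells. For both, a fall within microglia cannot be told apart from carried bulk RNA. The rises included that of miR-10a-5p (3.38 ± 0.32 SE, adjusted p = 4.05e-09). Other large rises rested on few counts. miR-145b had at most 3 counts in any P6 microglial library and was at least 9.64-fold higher at 8 weeks, and miR-3964 was at least 2.51-fold higher by the same measure. From P6 to P15, miR-219a-2-3p (1.97 ± 0.22 SE) and miR-146a-5p (1.82 ± 0.14 SE) rose in log2 CPM without overlap between the groups. So did miR-455-3p (1.81 ± 0.10 SE) and miR-29a-3p (1.63 ± 0.10 SE). Of these, miR-219a-2-3p was an oligodendrocyte marker and was lower in microglia than in bulk cells (pooled log2 fold change -3.17). It rose from 148.3 to 527.1 CPM in microglia and from 523.6 to 6422.5 CPM in bulk cells. Its microglial rise cannot be told apart from carried bulk RNA. In CPM the groups overlapped for miR-146a-5p, with up to 9953 at P6 and down to 9603 at P15. Falls over this transition included those of miR-449c-5p (-3.85 ± 0.48 SE) and miR-135a-1-3p (-2.67 ± 0.24 SE).

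Unannotated candidates made up 53 of the 1072 features. With the ages pooled, 25 were enriched in microglia and 12 were enriched at every age. The 3 that were lower in microglia, named after their values were seen, were chr3_29611 (-1.75), chr7_41362 (-1.82) and chr4_31665 (-2.00). The 25 enriched candidates had between 73 and 60221 counts over all 68 libraries, with a median of 315, and together held 0.0417% of the microglial counts. The candidate chr3_29427 had 1978 counts in the microglial libraries and 57 in the bulk libraries, with a log2 fold change of 5.23 ± 0.20 (SE, adjusted p = 2.60e-29, 34 of 34 mice). Its level in microglia rose from 5.33 ± 3.13 CPM (SD, n = 10) at P6 to 21.3 ± 4.93 (SD, n = 12) at 8 weeks (log2 fold change 2.63 ± 0.27 SE, adjusted p = 4.19e-07). At P15 no bulk library exceeded 3 counts, and the candidate was at least 15.8-fold higher in microglia.

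Finally, male and female microglia were compared at each age. The number of miRNAs past the threshold was 0 at P6, 0 at P15 and 0 at 8 weeks. At an unadjusted p under 0.05 without fold change threshold there were 91, 47 and 52 of 1072 miRNAs, where 53.6 would arise by chance. In bulk cells the number past the threshold was 0 at each age, and the unadjusted counts were 107, 164 and 14. Without the fold change threshold, 2 miRNAs in P6 microglia had an adjusted p under 0.05. They were miR-3473b (log2 fold change 0.74 ± 0.18 SE, higher in males, adjusted p = 0.0489) and miR-3473e (0.75 ± 0.18 SE, adjusted p = 0.0489), and are named after their values were seen. In P15 bulk cells 19 miRNAs did so, the lowest adjusted p being that of miR-1249-3p (1.20 ± 0.19 SE, adjusted p = 4.75e-05). The 19 include both miR-466b-5p and miR-466o-5p, whose values were identical (-1.13 ± 0.26 SE) and are not independent. Total counts of P15 bulk libraries ranged from 3580323 to 6763115 in females and from 2795957 to 4076911 in males. Depth thus differed with sex and was not tested as a source of these 19. In simulated counts with the same groups, 62.4% of sex differences with a log2 fold change of 2.5 were recovered at 8 weeks.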

Values the study reported

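The study reported 1073 expressed miRNAs, of which 213 were upregulated in microglia when ages were pooled. It found 84 miRNAs enriched at every age. It counted 54 unannotated sequences among the expressed miRNAs. The candidate chr3_29427 was placed between genes at 150,866,217 to 150,866,276 of chromosome 3. In the sequencing of the study the level of this candidate rose with age. In the qPCR of the study the candidate was enriched in microglia at every age, but a rise with age was not seen.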

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

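The tests on P6 female mouse 6 and the test of far values per mouse were chosen after the values had been seen, and the other tests in this part were chosen before their results were seen.

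Enrichment differed between 8 weeks and P6 for 156 miRNAs, by a test of the interaction. Of 100 splits in which P6 and 8-week mice were exchanged within sex, the real one included, 1 gave as many. Among named miRNAs, the ratio of microglia to bulk cells was higher at 8 weeks than at P6 for miR-146a-5p (1.64 on the log2 scale), miR-10a-5p (2.56), miR-3964 (3.09), miR-455-3p (3.26) and miR-455-5p (3.34). It was lower at 8 weeks for miR-3473e (-1.77), miR-29a-3p (-2.10), miR-132-3p (-2.18), miR-338-3p (-2.29), miR-219a-2-3p (-2.44), miR-511-5p (-2.62), chr10_4182 (-2.72), miR-29b-3p (-2.82), miR-21a-3p (-3.03), miR-219a-5p (-3.04), miR-511-3p (-3.36), miR-499-3p (-3.42), chr5_33756 (-3.79), miR-3473b (-3.90), miR-1895 (-3.94), miR-3095-3p (-3.99), chr18_22626 (-4.20) and miR-1199-5p (-7.52). Depth is one technical explanation, as P6 bulk libraries were the deepest. With every library thinned to 1678034 counts, 112 of the 156 calls were made again. RNA of other cells in the microglial fraction is another. After a share of the bulk counts, estimated from 5 neuronal markers, had been subtracted from each microglial library, 153 of the 156 were made again and 262 calls were made in all. The share differed between marker sets, with a ratio of microglia to bulk of 0.192 for neuronal and 0.0553 for oligodendrocyte markers at 8 weeks, so the subtraction took too much from some miRNAs and could widen their differences. At the same age the ratio was 0.240 for endothelial and 0.816 for fibroblast or mural markers. The subtraction may therefore have taken too little from other miRNAs. Depth therefore does not explain most of the calls. Carried bulk RNA could not lift a microglial level above that of bulk cells, so it does not account for the rises of miR-455-3p (1580 CPM in 8-week microglia, 45.9 in bulk cells) and miR-146a-5p (30537 and 286 CPM). For miRNAs with levels below those of bulk cells it cannot be told apart. For miRNAs close to the floor, such as chr10_4182, chr5_33756, miR-3964, miR-499-3p, miR-511-5p and miR-1199-5p, the size of the difference is imprecise.

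miR-3473b and miR-3473e fell in parallel in microglia from P6 to 8 weeks (-5.86 and -6.13 on the log2 scale). In bulk cells they fell by different amounts (-1.96 and -4.36). Reads shared between near-identical miRNAs could produce the parallel fall. Their log2 values correlated by 0.969 across the 68 libraries, under the 0.98 that had been set beforehand as a mark of shared reads. In P6 microglia their levels were nearly equal, at 2819 and 2842 CPM for miR-3473e and miR-3473b. They stayed close in microglia at P15 (372 and 394 CPM) and 8 weeks (26.1 and 31.5 CPM), and in P6 bulk cells (86.9 and 96.0 CPM). Shared reads could give these levels, and so the whole microglial fall. In bulk cells the levels differed at P15 (10.5 and 33.5 CPM) and 8 weeks (3.49 and 20.96 CPM), so not all reads can be shared. The sequences were not compared, and the part of the fall that belongs to either miRNA cannot be told.

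In 27 of 420 sets of values, each a measure in one group of 4 or 6 libraries, the highest or lowest library lay far from the others. Chance gives about 21, with a 95% range of 13 to 30, so their number is within that range, which takes the sets as independent although several measures vary together. In P15 male 1 there were 5 of the 27, the most in any mouse. With each value placed on a random mouse of its group, 15.29% of 10000 draws gave a mouse as many, and 43.97% with the 2 arms of miR-142a counted once, so the draws do not set this mouse apart. Its ratio of myeloid markers between microglia and bulk cells (27.4) was nonetheless the lowest of the 34 mice. Its oligodendrocyte ratio (0.180) was the highest at P15, but its neuronal ratio (0.262) lay inside the P15 range of 0.130 to 0.329. The marker sets thus differ, and a lower purity of its fractions can be neither shown nor excluded. Only 4 of the 27 were in the least deeply sequenced library of their group, where 4.83 would be expected, which speaks against depth as a common source. One of the 4 is the low total count itself. On the log2 CPM scale the microglial values were 15.36 for miR-29b-3p and 7.05 for miR-199a-3p (8-week female 1), 8.73 for miR-126a-5p (P6 male 6), 5.49 for miR-199a-5p (P6 female 3), 10.59 for miR-143-3p (P6 male 5), 8.97 for miR-145a-5p (8-week male 3), 13.18 for miR-142a-3p and 9.71 for miR-142a-5p (P15 male 1), 15.24 for miR-124-3p (P6 female 5) and 9.09 for miR-137-3p (P15 male 6). The bulk values were 4.21 for miR-223-3p and 12.88 for miR-338-3p (P15 male 4), -3.09 for miR-511-3p and 3.68 for miR-199a-5p (P15 male 5), 14.63 for miR-29a-3p and 17.54 for miR-124-3p (8-week female 4), 3.66 for miR-10a-5p (P15 female 3), -0.65 for chr3_29427 (P15 male 6), 13.81 for miR-126a-3p and 12.84 for miR-451a (P15 male 1), 3.84 for miR-214-3p and 3.46 for miR-142a-5p (P6 male 2), 10.61 for miR-449a-5p (P6 female 5) and 9.55 for miR-34b-5p (P6 male 4). The total count of P6 female 3 was 1678034, the lowest in microglia. The 10 most abundant miRNAs took 57.6% of the counts in microglia of P15 male 1 and 60.1% in bulk cells of 8-week female 4. No biological explanation was tested for single libraries.

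P6 female mouse 6 was left out of the comparisons of the report and included as an alternative. Its microglial library had a myeloid marker mean of 9.51 log2 CPM, above the 4.18 of its own bulk library but below the 10.52 to 11.56 of the 10 other P6 microglial libraries. Its neuronal marker mean of 11.45 was above their 9.75 to 10.92. A larger share of RNA from other cells is consistent with both values. Its total count of 5421734 also lay above their 1678034 to 4066435, so a difference in depth or in library preparation remains possible as well. No biological explanation was tested.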

How the results depend on the processing

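Each result was recomputed under the alternatives that could give it, and counts within 1.5 times the reported one are treated as unchanged. Mouse as a fixed block was fitted for the comparisons of cell types and not for those between ages or sexes, as each mouse has 1 age and sex. edgeR and DESeq2 used that block for cell types and 1 cell type alone for ages and sexes. Of the recomputed counts, 182 met this and 19 did not. Without a fold change threshold in the test, but with an absolute log2 fold change above 1 required, enrichment rose to 344 at P6, 349 at P15 and 175 at every age. The same setting gave 413 miRNAs with enrichment differing between 8 weeks and P6, 378, 194 and 145 changed in microglia (8 weeks against P6, 8 weeks against P15, P15 against P6), 68 rising and 129 falling at both transitions, and 516 changed in bulk cells. edgeR on microglial libraries alone gave 85 miRNAs for 8 weeks against P15, against 49. Library size alone gave 10 rising and 64 falling at both transitions, against 18 and 38. Without filter, 288 were enriched at P6 and 241 at a single age. With at least 10 counts in at least 12 libraries, 165 were enriched with ages pooled, 119 at P6 and 148 at P15, and 13 candidates instead of 25. The cause of these shifts was not tested.

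Scaling bears on the direction of the age changes. Library size alone shifted the median log2 fold change of microglia from P6 to 8 weeks by -0.463 relative to TMM, and 39 of 214 calls (18.2%) were higher, where TMM gave 77 of 178, with 140 calls in common. In bulk cells the shift was -0.317 and 101 of 278 calls were higher, where TMM gave 142 of 275. Enrichment at P15 shifted by -0.206, with 191 miRNAs higher and 239 lower, where TMM gave 228 and 200. DESeq2 size factors shifted the microglial median by -0.00913, and gave 214 higher and 216 lower for enrichment at P15. When the 10 most abundant miRNAs were left out of the library size the microglial shift was -0.691, so these miRNAs do not account for it.

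Among named miRNAs, 8 recomputed values reversed, and each was past the threshold neither before nor after. Microglial changes from P6 to 8 weeks reversed with library size alone for miR-223-3p (-0.259), miR-124-3p (-0.377), miR-144-3p (-0.256) and miR-142a-3p (-0.0861). For miR-124-3p the change also reversed with P6 female mouse 6 included (-0.00268) and with entries of one name summed (-0.00119), an alternative chosen after the data were seen. Pooled enrichment of miR-145a-5p reversed with quality weights (0.0695), and enrichment of miR-29b-3p at 8 weeks with every entry kept (-0.00937), also chosen afterwards. In addition 21 values moved past the threshold and 6 moved below it, and in the fits that each left out a mouse 39 and 14 did.

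Leaving out each of the 34 mice in turn gave 239 to 252 enriched miRNAs with ages pooled, 229 to 243 lower, 173 to 188 enriched at P6, 201 to 235 at P15, 213 to 234 at 8 weeks, 92 to 99 at every age and 130 to 142 at a single age. In microglia 165 to 180, 41 to 52 and 27 to 35 changed between 8 weeks and P6, 8 weeks and P15, and P15 and P6, and the sex comparison gave 0 each time. The pooled difference of miR-145a-5p ranged from -0.0934 to 0.0292 in these fits, and the change of miR-124-3p in microglia from P6 to 8 weeks from -0.00382 to 0.294. The interaction count ranged from 143 to 160 and the candidates from 23 to 25.

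Mouse as a fixed replicate block gave 238 enriched miRNAs with ages pooled and no replicate block gave 243, against 250. Depth limits the low miRNAs, since the floor of 3 counts reached 1.79 CPM in the smallest library.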

Other observations

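The tests on marker miRNAs and on enrichment at a single age were chosen after their values had been seen. The splits of the samples were planned before their results were seen.

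Cell type labels were swapped within mice in 100 splits, the real one included. In 1 of the 100 as many miRNAs were enriched or lower with ages pooled, enriched at P6, at P15 or at 8 weeks, at every age or at a single age, or as many candidates enriched. Exchanging mice between ages within sex gave 1 of 100 for each age comparison of microglia, for bulk cells and for miRNAs rising or falling at both transitions. In microglia the real grouping by sex gave 190 tests at an unadjusted p under 0.05 over all ages. When sexes were exchanged within age, 29 of 100 splits gave at least as many, which fits a grouping by chance. No such split was run for bulk cells, so their sex differences at P15 are not covered.

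Most of the miRNAs enriched at a single age, 88 of 135, showed no interaction of cell type and age past the threshold. This differed by age. Of the 65 enriched at 8 weeks alone, 36 had an interaction between 8 weeks and P6 past the threshold. Of the 39 enriched at P6 alone, 11 did. Many of the single-age calls may therefore reflect where the threshold fell rather than a difference between ages. Most of the calls at 8 weeks alone did differ in enrichment from P6. Between 8 weeks and P15, however, only 16 of all 1072 miRNAs had an interaction past the threshold toward higher enrichment at 8 weeks. A difference from P15 was therefore not shown for most of the 65.

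Of the 178 miRNAs that changed in microglia between P6 and 8 weeks, 148 were called again after all libraries had been thinned to one depth. After the estimated share of bulk counts had been subtracted, 135 were called again among 213 calls. As described above, though, this subtraction took too much from some miRNAs and may have taken too little from others. Scaling without the 10 most abundant miRNAs shifted the median by -0.691. Depth therefore does not explain most of the calls. Carried bulk RNA could not produce changes at levels far above those of bulk cells, such as that of miR-3473b from 2842 to 31.5 CPM against 96.0 to 20.96 CPM in bulk cells, and for miRNAs with levels below those of bulk cells it cannot be told apart. As each age is a separate set of mice and no batch is given, a batch effect could not be tested.

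Neuronal marker miRNAs in microglial libraries may come from neurons or their processes carried into the CD45-positive fraction. The ratio of microglial to bulk CPM over 5 neuronal markers was 0.305 ± 0.0654 (SD, n = 10) at P6, 0.246 ± 0.0646 (SD, n = 12) at P15 and 0.192 ± 0.0637 (SD, n = 12) at 8 weeks. The oligodendrocyte markers gave 0.330 ± 0.115 (SD, n = 10), 0.0845 ± 0.0351 (SD, n = 12) and 0.0553 ± 0.0268 (SD, n = 12). The 2 sets thus gave similar shares at P6, but no single share fits both at P15 or at 8 weeks. Across microglial libraries the 5 neuronal markers varied together, with a mean pairwise correlation of 0.668 that exceeded 99.95% of 10000 random lists matched on expression. Against the myeloid markers the neuronal mean gave a Pearson r of -0.414 (permutation p = 0.0131, adjusted 0.0261, n = 34) and a Spearman rho of -0.318 (permutation p = 0.0678), both two-sided, and r was -0.460 without the 2 farthest libraries. Within ages r was -0.146 at P6, -0.630 at P15 and -0.402 at 8 weeks, with adjusted permutation p of 0.689, 0.0647 and 0.290. At P15 rho was -0.678, and before adjustment the permutation p was 0.0216 for r and 0.0186 for rho. Without the 2 farthest libraries of each age r was -0.0211, -0.435 and 0.0092, so within 8 weeks the relation rested on those libraries. Requiring both coefficients to pass was decided after these values were seen. The pooled coefficients thus disagreed on significance, and r passed at no single age after adjustment. Carried-over RNA therefore cannot be told apart from expression of these miRNAs in the cells themselves.

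The erythroid markers miR-451a and miR-144 count among the enriched miRNAs. One candidate explanation is red blood cell RNA carried with the tissue. If so, both libraries of a mouse should deviate together. For miR-451a the correlation of deviations was 0.297 (Pearson, permutation p = 0.0874, adjusted 0.0874, n = 34) and 0.231 (Spearman, permutation p = 0.188), and 0.377 without the 2 farthest mice. Within P15 r was 0.797 (permutation p = 0.00235, adjusted 0.0141 over 6 relations), and 0.688 without the 2 farthest mice, against -0.169 at P6 and -0.459 at 8 weeks. The relation therefore rests on P15, and the pooled test cannot tell.

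A feature of the loci, chosen after its values were seen, is that 3 of the 5 miRNAs with the largest pooled difference toward bulk cells come from introns of Htr2c. They are neighbours on chromosome X and are not independent observations. No explanation was tested.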
